# Modulation of the cancer cell transcriptome by culture media formulations and cell density

**DOI:** 10.3892/ijo.2015.2930

**Published:** 2015-03-17

**Authors:** SEUNG WOOK KIM, SUN-JIN KIM, ROBERT R. LANGLEY, ISAIAH J. FIDLER

**Keywords:** microarray, epithelial-mesenchymal transition, cell culture, media formulation

## Abstract

We investigated how varying the composition of cell culture formulations and growing cancer cells at different densities might affect tumor cell genotype. Specifically, we compared gene expression profiles generated by human MDA-MB-231 breast cancer cells cultured in different media [minimum essential medium (MEM), Dulbecco’s modified Eagle’s medium (DMEM), or Roswell Park Memorial Institute (RPMI)-1640 medium] containing different concentrations of fetal bovine serum (FBS) or different sera (equine or bovine) that were grown at different cell densities. More than 2,000 genes were differentially modulated by at least a 2-fold difference when MDA-MB-231 cancer cells were 90% confluent and compared with cultures that were 50% confluent. Altering the concentration of serum produced an even more pronounced effect on MDA-MB-231 cancer cell gene expression in that 2,981 genes were differentially expressed in a comparison between cells cultured in 0.1% FBS and same cell density cultures that were maintained in 10% FBS. A comparison between MDA-MB-231 cancer cells that were 90% confluent in MEM, DMEM, or RPMI-1640 media, all containing 10% FBS, resulted in 8,925 differentially expressed genes. Moreover, one-quarter (25.6%) of genes from our genome-wide expression analysis were expressed at significantly different levels by cells grown in MEM, DMEM, or RPMI-1640 media. Genes associated with epithelial-mesenchymal transition (EMT) were among the genes that were differentially modulated by cells grown in different cell culture formulations and these genes were verified at the protein level. Collectively, these results underscore the importance of accurate reporting and maintenance of uniform culture conditions to ensure reproducible results.

## Introduction

Recent reports have sought to raise awareness of the growing number of cancer research studies whose findings cannot be independently reproduced (1). Indeed, investigators from the Hematology and Oncology Department at Amgen in Thousand Oaks, CA, USA, were only able to confirm the scientific results in six out of 53 (11%) reports that were regarded as landmark studies (1). A similar assessment of 67 projects (47 of which were oncology studies) by researchers from Bayer HealthCare (Leverkusen, Germany) revealed that only one-quarter of the published data could be reproduced (2). Several reasons have been proposed to explain the high rate of contrasting results among different laboratories, including investigator bias, inappropriate statistical analysis of results, and insufficient sample size (1,2). Investigator bias is a broad category that includes manipulation of the analysis and selective reporting of data (3). It is also well known that the smaller the experimental sample size, the less likely the research findings are to be true (3). Alterations in cell culture conditions are also reported to skew experimental results and increase the likelihood that a study cannot be replicated (4). However, there are no comprehensive analyses of the effects of cell culture modifications on the cancer cell transcriptome.

Cancer cell lines are an indispensable component of a translational research program and have played a critical role in several important discoveries, including identification of *BRAF* mutations in human tumors (5), development of targeted therapeutic agents (6), determining mechanisms of therapeutic resistance (7), and many others (8). The extent that investigators rely on cancer cell lines for their studies is exemplified by the current collection of 200 lung cancer cell lines, which have been the subject of >9,000 citations (9). These and other cancer cell lines are maintained in defined media that are isosmotic and contain a buffer, inorganic salts, nutrients (amino acids and vitamins) and an energy source (usually glucose) to permit normal cell metabolism. However, the composition of media formulations can vary widely. For example, complete Eagle’s minimum essential medium (MEM) contains 1,000 mg/l of glucose, whereas the concentration of glucose in Dulbecco’s modified Eagle’s medium (DMEM) containing the high glucose modification is 4,500 mg/l. The concentration of glucose present in Roswell Park Memorial Institute (RPMI)-1640 medium falls between MEM and DMEM and is 2,000 mg/l.

It is widely known that the tumor microenvironment has a profound impact on determining the gene expression patterns of cancer cells (10). Cancer cells may also influence gene expression of normal (non-transformed) cell populations residing in the tumor microenvironment and the extent of the gene modulation occurring in both compartments may be quantitatively assessed experimentally using cross-species hybridization of microarrays (11). Here, we varied the *in vitro* microenvironment of MDA-MB-231 breast cancer cells by adjusting their cell culture conditions and then constructed gene expression profiles on the cells to determine the possibility that cell culture modifications could contribute to the inability to reproduce experimental results. The resulting data emphasize that in order to obtain reproducible results for cancer cells grown in culture, one must adhere to the precise details regarding media formulation, supplemental nutrition, and the density of the cell preparation at the time of analysis.

## Materials and methods

### Antibodies

The following antibodies were used in this study: anti-IL-8, anti-E-cadherin (Invitrogen Life Technologies, Carlsbad, CA, USA); anti-S100A4, anti-VIM, anti-CD44 (Cell Signaling Technology, Inc., Beverly, MA, USA); anti-CD24 (R&D Systems, Minneapolis, MN, USA); anti-β-actin (AC-15) (Sigma-Aldrich, St. Louis, MO, USA); goat anti-mouse IgG-horseradish peroxidase (HRP), goat anti-rabbit IgG-HRP (Santa Cruz Biotechnology, Inc., Santa Cruz, CA, USA).

### Cell lines and cell culture conditions

Human MDA-MB-231 breast cancer cells (12) were maintained as a monolayer culture in MEM, DMEM, or RPMI-1640 supplemented with L-glutamine, sodium pyruvate, non-essential amino acids, a 2-fold vitamin solution, and penicillin-streptomycin (Invitrogen Life Technologies). Fetal bovine serum (FBS) (HyClone, Logan, UT, USA) or horse serum (HS) (Invitrogen Life Technologies) was added to the media. All tissue culture reagents were free of endotoxin as determined by the Limulus Amebocyte Lysate assay (Associates of Cape Cod, Inc., Woods Hole, MA, USA). MDA-MB-231 cells were free of the following murine pathogens: *Mycoplasma* species, Hanta virus, hepatitis virus, minute virus, adenovirus (MAD1, MAD2), cytomegalovirus, ectromelia virus, lactate dehydrogenase-elevating virus, polyma virus, and Sendai virus (assayed by the Research Animal Diagnostic Laboratory, University of Missouri, Columbia, MO, USA). MDA-MB-231 breast cancer cells were tested at the MD Anderson Characterized Cell Line Core Facility using short tandem repeats DNA profiling.

### Microarray analysis

Total RNA was extracted from the cultured cells by using the mirVana miRNA Isolation kit (Life Technologies, Grand Island, NY, USA) according to the manufacturer’s instructions. The integrity of the RNA fraction was determined using a Bio-Rad Experion Bioanalyzer (Bio-Rad, Hercules, CA, USA) as a surrogate for mRNA quality control. Biotin-labeled cRNA samples were prepared by using the Illumina Total Prep RNA Amplification kit and 1.5 μg of biotinylated cRNA sample was hybridized to HumanHT-12 v4.0 Expression BeadChip (Illumina, Inc., San Diego, CA, USA). BeadChips were scanned with an Illumina BeadArray Reader and the microarray data were normalized using the quantile normalization method in the Linear Models for Microarray Data package in the R language environment (12). All statistical analyses were performed using the BRB-ArrayTools software program (version 4.0) (13).

### Western blot analysis

Western blot analysis was used to confirm the results of the microarray data. MDA-MB-231 cancer cells (2×10^6^ cells) were plated onto 100 mm culture dishes and maintained in the various media formulations containing different concentrations (or types) of sera. Whole-cell lysates of cancer cells were obtained when cancer cells reached the appropriate experimental cell density by lysing cells in buffer [10 mM Tris (pH 8.0), 1 mM EDTA, 0.1% SDS, 1% deoxycholate, 1% NP40, 0.14 M NaCl, 1 μg/ml leupeptin, 1 μg/ml aprotinin, and 1 μg/ml pepstatin] containing a protease inhibitor mixture (Roche Diagnostics, Indianapolis, IN, USA) (12). Next, 30 μg of total protein was separated by electrophoresis on 4–12% Nu-PAGE gels (Life Technologies) and transferred to nitrocellulose membranes. Membranes were blocked for 1 h and then incubated overnight at 4°C with primary antibodies (1:1,000). The membranes were rinsed, incubated with HRP-conjugated secondary antibodies (1:3,000), and visualized by enhanced chemiluminescence (Amersham Pharmacia Biotech, Piscataway, NJ, USA). To ensure equal protein loading, the blots were stripped and reprobed with an anti-β-actin antibody (Sigma-Aldrich). Quantification of protein levels in the western blots was performed using ImageJ software (National Institutes of Health, Bethesda, MD, USA).

### Real-time reverse transcription polymerase chain reaction

Microarray results for interleukin-8 (*IL-8*), *S100A4*, vimentin (*VIM*), E-cadherin (*CDH1*), *CD44*, and *CD24* were validated using real-time reverse transcription polymerase chain reaction (RT-PCR). Total RNA was extracted from the MDA-MB-231 cancer cells using the Qiagen RNeasy Mini kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions. First-strand cDNA was synthesized from 5 μg RNA using SuperScript III Reverse Transcriptase (Invitrogen Life Technologies). RT-PCR was performed using TaqMan^®^ Universal PCR Master Mix and quantified with Applied Biosystems 7500 Real-Time PCR system (Applied Biosystems, Foster City, CA, USA). The following TaqMan^®^ Gene Expression assays were used in our validation study; human *IL-8* (Hs00174103-ml); human *S100A4* (Hs00243202_m1); human *VIM* (Hs00185584_m1); human *CDH1* (Hs01023894_m1); human *CD44* (Hs01075861_m1) and human *CD24* (Hs02379687_s1) (all from Applied Biosystems). 18S rRNA was used as an endogenous control. Relative mRNA expression in the cells was calculated using the ΔΔCt method (14) and the results are expressed as the mean ± standard deviation (SD) of mRNA relative to that of control.

### Statistical analysis

All statistical analyses were performed using BRB-ArrayTools version 4.3.2 under the R language environment. The microarray data were normalized using the quantile normalization method in the Linear Models for Microarray Data package. A two-sample t-test was applied to gene expression data from three groups of samples and expression of genes and a P<0.001 was considered statistically significant. This stringent significance threshold was used to limit the number of false-positive findings. We also performed a global test of whether the expression profiles differed between the classes by permuting the labels of which arrays corresponded to which classes. For each permutation, the P-values were recomputed and the number of genes with significant expression levels of <0.001 was noted. Cluster analyses were performed with the Cluster software program and heat maps were generated using the TreeView software program (15).

### Accession numbers

The microarray data have been deposited in the Gene Expression Omnibus under accession number GSE61670.

## Results

### Cell density affects patterns of gene expression in MDA-MB-231 cancer cells

To begin to study the effects of the cell culture environment on the cancer cell transcriptome, we first examined how alterations in cell density affect patterns of gene expression of MDA-MB-231 breast cancer cells. 

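The microarray data cover 12 arrays, 2 for each of 6 culture conditions of MDA-MB-231 cells, a line from a human breast carcinoma. For cell density, the 2 arrays of cells in MEM with 10% FBS at 90% confluence were compared with the 2 arrays of cells in the same medium and serum at 50% confluence. Labeled cRNA had been hybridized to Illumina HumanHT-12 BeadChips. The authors deposited signal intensities that were already quantile-normalized between the 12 arrays, once on the linear scale and once as log2 values. The linear table was normalized by quantiles once more, which moved no value by more than 0.025 on the log2 scale, and was then log2-transformed. The 2 tables held the same values within 0.01 on the log2 scale except for 8 probes, among them probes of CD44, CDH1 and VIM, whose values stand exchanged in pairs. Detection p-values were not used here, and background was set on each array at the 95th percentile of 463 probes for olfactory receptors, which few tissues express. It lay between 6.90 and 6.99 on the log2 scale, with 16685 to 20065 probes per array above it. A gene not above background on any array of the dimmer condition has only a lower bound for its fold, given as at least N-fold, with each array of that condition at its background or at its own signal, whichever was higher. Differences were tested with limma in 1 fit to all 12 arrays, and a probe was called at an adjusted p under 0.05 after the Benjamini-Hochberg correction within a comparison. Gene lists were tested with camera from limma, which asks whether the members moved more than the other genes did. The 2 arrays per condition limit the precision of every mean.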

The cells were grown as monolayers in MEM supplemented with 10% FBS and harvested for analysis when they were 50 or 90% confluent in culture dishes. 

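Cells at 90 and 50% confluence in MEM with 10% FBS differed in genes of many functions, from cytokines to ribosome assembly. At 90% confluence, 1100 probes were at least 2-fold higher and 1135 at least 2-fold lower than at 50% confluence, 2235 in all, which stand for 1991 gene symbols. All of these also passed limma's test. With no limit on the fold, 9332 probes were called (19.8% of those measured), 4880 higher and 4452 lower, by a median of 0.65 on the log2 scale. ACTB, the gene of the loading control β-actin, had log2 differences of -0.16, -0.02 and 0.15 on its 3 probes, and none passed the test (adjusted p = 0.493, 0.960 and 0.543). Across probes, which are not independent replicates, the 2 arrays of 1 condition correlated at 0.987 to 0.996. The 2 arrays of MEM with 10% FBS at 90% confluence correlated with the other 10 arrays at 0.914 to 0.940, and arrays of the other 5 conditions with arrays of another of these at 0.964 to 0.991. Of the 2-fold calls for density, 88.5% were also called in the same direction in each of the 4 other comparisons that use the same 2 arrays (0.1% FBS, HS, DMEM and RPMI-1640). RPMI-1640 at 90% confluence differed from MEM at 50% confluence in 104 probes, 5 of them at least 2-fold. The density comparison therefore cannot tell an effect of density from another trait of the 2 arrays at 90% confluence. In 20 simulations with no true difference between any groups, 0 probes were called in the same direction in all 5 comparisons. Such simulations set no scale for the overlap of real differences that share 2 arrays.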

We noted that this alteration in cell density resulted in the differential expression of 2,234 genes (Fig. 1A). Specifically,1,100 genes were significantly upregulated in cancer cells that were 90% confluent when compared to cells that were 50% confluent. 

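The genes that rose at 90% confluence included cytokines, targets of the coactivators YAP and TAZ, targets of TGF-β and genes of the defense against oxidative stress. The largest increase was that of XAGE1A, a cancer/testis antigen, with a log2 signal of 13.10 ± 0.03 (SD, n = 2 arrays) at 90% confluence and 6.57 ± 0.09 (SD, n = 2 arrays) at 50%, below background, so that it was at least 71.1-fold higher (limma, adjusted p = 1.61e-15). PRDX1, a peroxiredoxin that removes hydrogen peroxide, rose by 5.74 on the log2 scale (standard error 0.14, adjusted p = 3.15e-13), and TMSB4X, an actin-binding thymosin, by 5.01. CYBA, a subunit of NADPH oxidase, was at least 36.1-fold higher.
Of 30 inflammatory chemokines, cytokines and NF-κB targets, 15 rose and 3 fell (15 and 4 adjusted over the list alone; camera, adjusted p = 1.02e-05, and adjusted p = 0.0287 with an estimated correlation). IL1B, the gene of interleukin-1β, was at 9.02 ± 0.02 (SD, n = 2 arrays) against 6.51 ± 0.02 (SD, n = 2 arrays), below background, at least 4.2-fold higher (adjusted p = 3.52e-11). IL6 was at least 2.93-fold higher. CCL2, which attracts monocytes, fell by 2.63 on the log2 scale (standard error 0.28, adjusted p = 3.85e-06). Among 22 YAP/TAZ targets, 12 rose and 3 fell (14 and 4 adjusted over the list alone; camera, adjusted p = 1.73e-04, and adjusted p = 0.163 with an estimated correlation). CTGF, a secreted matrix protein, rose by 2.36 (standard error 0.14, adjusted p = 7.30e-09), the surface nucleotidase NT5E by 1.59 and the receptor kinase AXL by 1.54. In the other conditions at 90% confluence, YAP/TAZ targets went mainly the other way against 50% confluence. In DMEM and in 0.1% FBS 0 were higher and 9 lower, in RPMI-1640 0 and 3, and in HS 3 and 6. TGF-β targets numbered 20, of which 9 rose and 3 fell, also when adjusted over the list alone (camera, adjusted p = 0.00407, and adjusted p = 0.137 with an estimated correlation). TGFBI, a matrix protein, rose by 2.87, while thrombospondin 1 (THBS1) fell by 1.88. For 22 genes of the oxidative stress response (NRF2 targets), 10 rose and 3 fell (10 and 4 adjusted over the list alone; camera, adjusted p = 0.00190, and adjusted p = 0.137 with an estimated correlation), with the ferritin light chain FTL up by 3.57 and the quinone reductase NQO1 by 1.78. Epithelial markers rose in 8 of 27 cases and fell in 1, also over the list alone (camera, adjusted p = 0.00616, and adjusted p = 0.225 with an estimated correlation). Among them, the protease inhibitor SPINT2 was at least 19.6-fold and keratin 8 (KRT8) at least 8.51-fold higher. E-cadherin (CDH1) is a member for which the 2 deposited tables differ.
Smaller shifts were found for 24 genes of lysosome and autophagy, of which 13 rose and 2 fell, also over the list alone (camera, adjusted p = 0.00407, and adjusted p = 0.294 with an estimated correlation). Among 25 interferon-stimulated genes, 12 rose and 2 fell (13 and 3 adjusted over the list alone; camera, adjusted p = 0.00616, and adjusted p = 0.397 with an estimated correlation). Fatty acid synthesis had 8 of 17 genes higher and 2 lower (8 and 3 adjusted over the list alone; camera, adjusted p = 0.0278, and adjusted p = 0.427 with an estimated correlation). Oxidative phosphorylation had 10 of 30 genes higher and 1 lower, also over the list alone (camera, adjusted p = 0.0478, and adjusted p = 0.311 with an estimated correlation). On the 2 arrays at 90% confluence, 812 probes were above background that were below it in the other 5 conditions, against 31 to 69 such probes for each of those 5.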

A similar number of genes (1,134 genes) were significantly downregulated in 90% confluent cancer cells. 

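The genes that fell at 90% confluence included N-cadherin and much of the machinery that assembles ribosomes. CPA4, a carboxypeptidase, fell from 11.83 ± 0.01 (SD, n = 2 arrays) at 50% confluence to 8.32 ± 0.07 (SD, n = 2 arrays) at 90%, a log2 fold change of -3.51 (standard error 0.16, adjusted p = 2.31e-10 from limma). CDH2, the gene of N-cadherin, a mesenchymal adhesion molecule, fell from 10.80 ± 0.14 to 7.33 ± 0.01 (SD, n = 2 arrays each), a log2 fold change of -3.47 (standard error 0.13, adjusted p = 2.51e-11). The homeobox gene HOXB2 fell by 3.04, the integrin subunit ITGB5 by 2.94, the cancer/testis antigen MAGEC2 by 2.92 and the secreted stanniocalcin STC2 by 2.87 on the log2 scale. Of 24 genes of ribosome biogenesis, 14 fell and 1 rose (15 and 2 adjusted over the list alone; camera, adjusted p = 5.39e-05, and adjusted p = 0.0287 with an estimated correlation). HEATR1, a factor of ribosomal RNA synthesis, fell by 1.51 (standard error 0.11, adjusted p = 4.74e-08), the nucleolar protein NOP58 by 1.22 and BOP1 by 1.19. Endoplasmic reticulum chaperones fell in 5 of 19 cases and rose in 0, also over the list alone, and the list did not pass camera (adjusted p = 0.0506). Metallothioneins, which bind zinc, were lower in 4 and higher in 1 of 11 genes, also over the list alone, without passing camera (adjusted p = 0.110). The 30 genes of cell cycle and DNA replication went both ways, 7 higher and 6 lower (9 and 6 adjusted over the list alone). Their median and mean log2 fold changes were 0.02 and 0.03 while camera pointed down (adjusted p = 0.898). SOX10, a transcription factor of the neural crest that was chosen after its values were seen, was at 8.25 on the log2 scale in MEM with 10% FBS at 90% confluence and at 9.95 to 11.10 in the other 5 conditions.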

We selected *IL-8* and *S100A4* from the upregulated and downregulated gene sets for validation using RT-PCR, because these two genes were among the most differentially expressed in their corresponding gene sets. 

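IL8, the gene of a chemokine that attracts neutrophils, rose and S100A4, the gene of a calcium-binding protein linked to metastasis, fell at 90% confluence. IL8 had a log2 signal of 11.69 ± 0.17 (SD, n = 2 arrays) at 90% confluence and 7.33 ± 0.07 (SD, n = 2 arrays) at 50%. This is a log2 fold change of 4.36 (standard error 0.18, adjusted p = 9.51e-11 from limma), rank 13 among the increases of 31334 gene symbols. A second IL8 probe was at 10.36 against 7.20, a log2 fold change of 3.16 (adjusted p = 5.01e-12). S100A4 was at 8.00 ± 0.14 (SD, n = 2 arrays) at 90% confluence and 11.20 ± 0.06 (SD, n = 2 arrays) at 50%, a log2 fold change of -3.20 (standard error 0.13, adjusted p = 8.91e-11), rank 3 among the decreases. Its second probe was at 7.53 against 9.14, a log2 fold change of -1.61 (adjusted p = 2.22e-04). From differences such as these, the paper concludes that the density reached at the time of analysis has to be reported for results on cultured cancer cells.

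**Figure D1:**
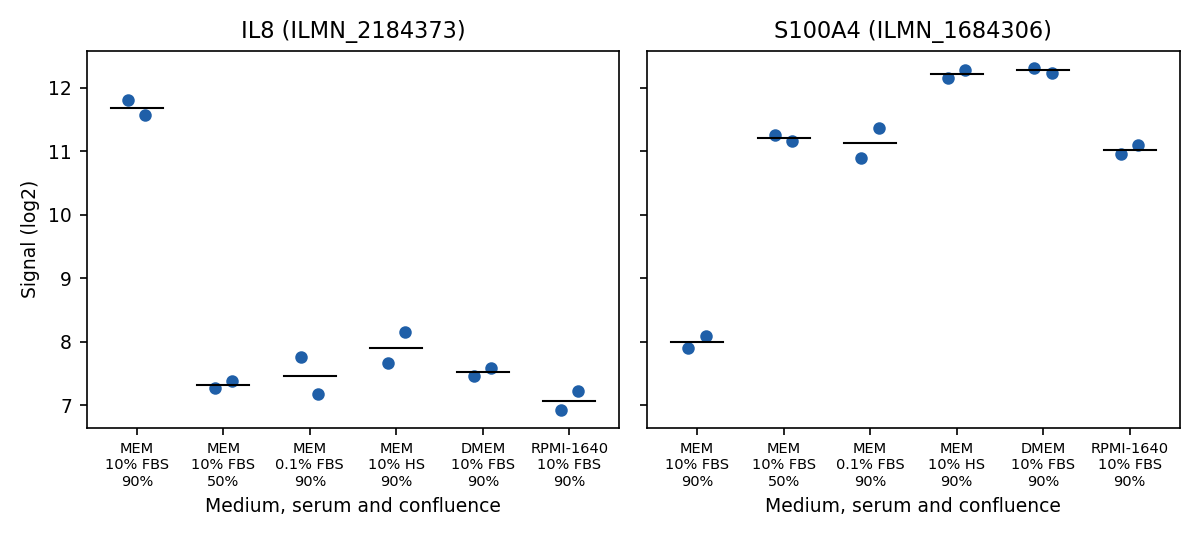
Log2 signal of IL8 and S100A4 on each of the 12 arrays by medium, serum and confluence, with points for the arrays and lines for the means of 2 arrays. IL8 stands at 11.69 in MEM with 10% FBS at 90% confluence and at 7.07 to 7.90 in the other 5 conditions, and S100A4 at 8.00 and at 11.02 to 12.27.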

The expression of *IL-8* mRNA in cells that were 90% confluent in MEM was 9-fold greater than that of cells cultured to 50% confluence in the same medium. In contrast, we noted a 6-fold downregulation in *S100A4* mRNA expression in cells that were 90% confluent in comparison to cells that were analyzed once they reached 50% confluence. We confirmed the differential expression of *IL-8* and *S100A4* at the protein level using western blot analysis (Fig. 1C).

### Concentration of FBS affects MDA-MB-231 cancer cell gene expression

Next, we analyzed how varying the concentration of FBS affected gene expression in MDA-MB-231 breast cancer cells. The concentration of FBS in several same passage cultures of MDA-MB-231 cancer cells was adjusted to either 0.1 or 10% and all cells were analyzed when cultures reached 90% confluency. 

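For the serum concentration, 2 arrays of cells in MEM with 10% FBS were compared with 2 arrays of cells in MEM with 0.1% FBS, all at 90% confluence. The arrays with 10% FBS are the same 2 that represent 90% confluence in the density comparison. The authors deposited the values in the same tables of quantile-normalized intensities, and the same limma fit was used. Differences are given as 10% FBS minus 0.1% FBS. The 2 arrays with 0.1% FBS had 17184 and 17412 probes above background. They correlated with each other at 0.987, the lowest value within any condition.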

We found almost 3,000 genes that were differentially expressed between MDA-MB-231 cells cultured in 10% FBS and those cultured in 0.1% FBS (Fig. 2A). 

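Genes of proliferation, of sterol synthesis and of stress signaling were among those that differed between 10% and 0.1% FBS. In 10% FBS, 1509 probes were at least 2-fold higher and 1527 at least 2-fold lower than in 0.1% FBS, 3036 in all, for 2623 gene symbols. CCNE2, the cyclin that starts DNA replication, was among the higher genes, and DDIT3, a transcription factor of the stress response, among the lower. Each of the 3036 probes also passed limma's test. At an adjusted p under 0.05 alone, 10548 probes were called, 22.3% of those measured, 5419 higher and 5129 lower, with a median size of 0.70 on the log2 scale. Of the 2-fold calls, 77.3% were also called in the same direction when the arrays with 10% FBS were compared with 50% confluence, HS, DMEM and RPMI-1640.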

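Many genes of DNA replication and mitosis, of glycolysis and of YAP/TAZ and TGF-β targets were higher in 10% than in 0.1% FBS. Lower in 10% FBS were many genes of cholesterol synthesis, of the amino acid response driven by the transcription factor ATF4, and of endoplasmic reticulum chaperones. With an estimated correlation, the call for TGF-β targets alone remains among these lists. Of 30 genes of cell cycle and DNA replication, 24 rose in 10% FBS and 2 fell (25 and 2 adjusted over the list alone), with a median log2 fold change of 1.03 (camera, adjusted p = 2.41e-12, and adjusted p = 0.199 with an estimated correlation). CCNE2 was at 10.66 ± 0.09 (SD, n = 2 arrays) against 7.78 ± 0.72 (SD, n = 2 arrays), a log2 fold change of 2.88 (standard error 0.21, adjusted p = 3.73e-08 from limma). MCM5, part of the replicative helicase, rose by 2.74, the mitotic kinase AURKB by 2.40 and the ribonucleotide reductase subunit RRM2 by 2.21. Cholesterol synthesis and uptake had 15 of 25 genes lower in 10% FBS and 1 higher (16 and 2 adjusted over the list alone; median -1.10; camera, adjusted p = 8.51e-09, and adjusted p = 0.199 with an estimated correlation). SQLE, an enzyme of sterol synthesis, was at 7.98 ± 0.02 (SD, n = 2 arrays) in 10% FBS and 10.88 ± 0.53 (SD, n = 2 arrays) in 0.1% FBS, a log2 fold change of -2.91 (standard error 0.16, adjusted p = 2.01e-09). INSIG1, FDFT1 and HMGCS1 of the same pathway fell by 2.75, 2.73 and 2.41.
The amino acid response (ATF4 targets) was lower in 19 and higher in 2 of 30 genes (19 and 3 adjusted over the list alone), with a median of -0.94 (camera, adjusted p = 1.01e-06, and adjusted p = 0.412 with an estimated correlation). DDIT3 was at 7.21 ± 0.15 (SD, n = 2 arrays) in 10% FBS and 10.69 ± 0.52 (SD, n = 2 arrays) in 0.1% FBS, a log2 fold change of -3.48 (standard error 0.19, adjusted p = 1.45e-09). NUPR1 and the pseudokinase TRIB3 fell by 3.42 and 3.35. The 2 arrays with 0.1% FBS lay far apart on such stress genes, at 10.70 ± 0.89 for NUPR1, 12.01 ± 1.21 for TRIB3 and 10.15 ± 1.09 for HSPA5 (SD, n = 2 arrays each). Of 19 endoplasmic reticulum chaperones and other genes of the unfolded protein response, 11 fell and 1 rose, also over the list alone (camera, adjusted p = 1.85e-06, and adjusted p = 0.352 with an estimated correlation). HERPUD1, a factor of protein degradation at that membrane, fell by 3.84 and the chaperone HSPA5 by 2.43. TGF-β targets rose in 11 of 20 cases and fell in 1 (12 and 2 adjusted over the list alone; camera, adjusted p = 2.21e-06, and adjusted p = 0.0371 with an estimated correlation), with the transcriptional inhibitors ID3 and ID1 at least 14.1-fold and 8.18-fold higher. YAP/TAZ targets rose in 11 of 22 cases and fell in 2 (12 and 2 adjusted over the list alone; camera, adjusted p = 6.65e-07, and adjusted p = 0.107 with an estimated correlation), with CTGF up by 3.54. Glycolysis and glucose uptake had 11 of 21 genes higher and 2 lower, also over the list alone (camera, adjusted p = 3.84e-04, and adjusted p = 0.245 with an estimated correlation), among them the lactate transporter SLC16A3, up by 3.87, and the enolase ENO2, up by 3.31.
Of 30 inflammatory genes, 14 were higher in 10% FBS and 2 lower, also over the list alone (camera, adjusted p = 8.19e-06, and adjusted p = 0.0371 with an estimated correlation), with the NF-κB inhibitor NFKBIA up by 1.79. Against 10% FBS at 50% confluence, 1 was higher and 1 lower in 0.1% FBS (camera, adjusted p = 0.923), where density differs as well. For these genes the FBS comparison therefore cannot tell an effect of serum from another trait of the 2 arrays with 10% FBS. Probes above background in all 5 other conditions and not on the 2 arrays of MEM with 10% FBS at 90% confluence numbered 191. Of these, 0 were at least 4-fold lower there. The other 5 conditions had 0 (RPMI-1640) to 87 (HS) probes missing in the same way.

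**Figure D2:**
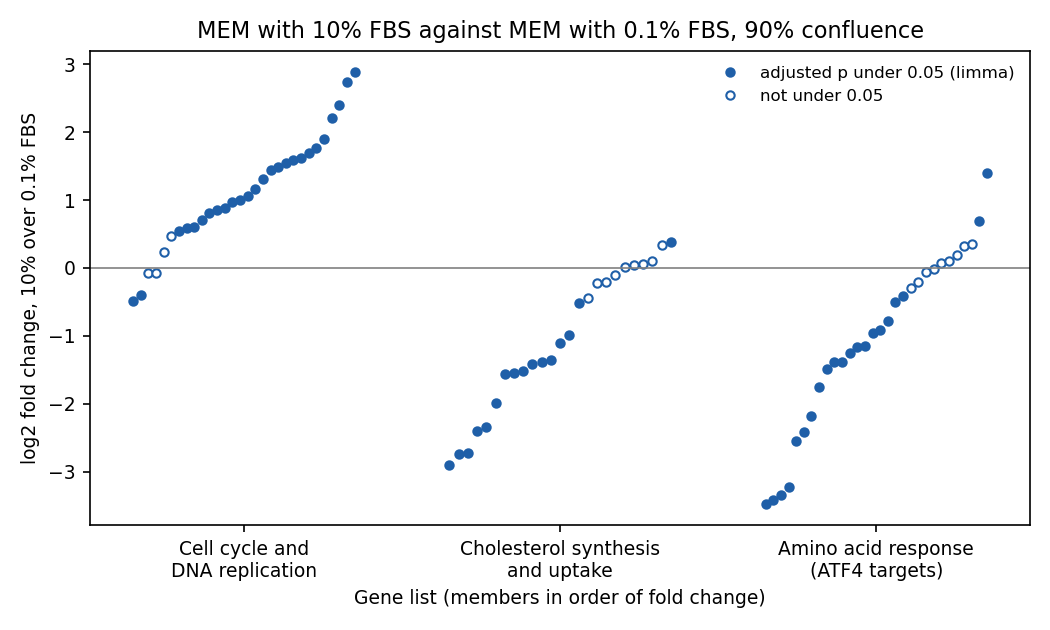
Log2 fold change, 10% over 0.1% FBS, of each member of 3 gene lists, in order of fold change within a list, with filled points at an adjusted p under 0.05 from limma. The median is 1.03 for cell cycle and DNA replication, -1.10 for cholesterol synthesis and uptake and -0.94 for the amino acid response.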

A total of 1,489 genes were expressed at significantly higher levels in cells cultured in 10% FBS when compared to cells cultured in 0.1%. 

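IL8 was higher and S100A4 lower in 10% FBS than in 0.1% FBS. IL8 had a log2 signal of 7.46 ± 0.41 (SD, n = 2 arrays) in 0.1% FBS, which gives a log2 fold change of 4.22 for 10% FBS (standard error 0.18, adjusted p = 9.19e-11 from limma), rank 15 among the increases by gene symbol. The second IL8 probe rose by 3.30 (adjusted p = 2.75e-12). S100A4 was at 11.13 ± 0.33 (SD, n = 2 arrays) in 0.1% FBS and fell by 3.13 on the log2 scale in 10% FBS (standard error 0.13, adjusted p = 8.04e-11), rank 24 among the decreases. On its second probe it fell by 1.58 (adjusted p = 2.10e-04). In both genes the difference was larger than the spread between the 2 arrays of a condition.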

Once again, *IL-8* and *S100A4* gene expressions were among the more differentially regulated genes and both were examined in greater detail. RT-PCR analysis revealed that *IL-8* was upregulated by 10-fold in MDA-MB-231 cancer cells that were grown in 10% FBS, whereas *S100A4* was down-regulated by 10-fold in cells maintained in 10% FBS (Fig. 2B). We confirmed these findings by western blot analysis, which showed a 3-fold increase of IL-8 expression in MDA-MB-231 cancer cells grown in 10% FBS and almost a 6-fold increase in S100A4 protein expression when cells are grown in the reduced concentration (0.1%) of FBS (Fig. 2C).

Virtually any type of animal is capable of serving as a donor for serum, but some animal sera are used more often than others. Fetal bovine serum (FBS) and horse serum (HS) are among the more common types of sera used for culturing mammalian cells and we evaluated the effects of these sera on MDA-MB-231 cancer cell gene expression. In this series of experiments, we maintained the density of cell cultures at the time of analysis constant at 90%. 

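To compare the kind of serum, the 2 arrays of cells in MEM with 10% FBS at 90% confluence were set against 2 arrays of cells in MEM with 10% HS at the same density. The arrays with FBS are again those of the density and FBS concentration comparisons. The values are the deposited quantile-normalized intensities on the log2 scale, tested in the same limma fit, and differences are 10% FBS minus 10% HS. The 2 arrays with HS had 17126 and 16744 probes above background and correlated with each other at 0.989.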

While altering the source of the sera used in cell culture significantly affected cancer cell gene expression, the overall effect was less than that observed when we modified the concentration of FBS in the culture media or when we analyzed cells grown at different cell densities. 

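The amino acid response passed camera at its preset correlation for serum kind and for FBS concentration, calls that are lost otherwise (adjusted p = 0.269 and adjusted p = 0.412 with an estimated correlation). For cell density 6 of its 30 genes rose and 8 fell (8 and 8 adjusted over the list alone) and the list did not pass camera (adjusted p = 0.968), and the difference between the comparisons was not tested. By limma's test, 21.9% of all probes were called between FBS and HS, 22.3% between the FBS concentrations and 19.8% between the cell densities. At the 2-fold limit these comparisons called 2209, 2623 and 1991 gene symbols. The median size of the called differences was 0.66 on the log2 scale for serum kind. TXNIP, an inhibitor of glucose uptake, rose in all 3 comparisons, by 2.05 at 90% confluence, by 4.05 in 10% rather than 0.1% FBS and by 4.54 in FBS rather than HS. The paper states that the source of the serum had less effect than its concentration or the cell density.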

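Cells in 10% FBS differed from cells in 10% HS in genes of amino acid and protein-folding stress, among others, which were higher in HS. The calls for these 2 lists are lost, each at adjusted p = 0.269 with an estimated correlation. In 10% FBS, 1272 probes were at least 2-fold higher and 1241 at least 2-fold lower than in 10% HS, 2513 in all. HERPUD1 and DDIT3, both of the stress response, were among the 3 genes with the largest increase in HS. With no limit on the fold, limma's test called 10341 probes, 5433 higher and 4908 lower in FBS. By the methods' t-test at P under 0.001 together with the 2-fold limit, 422 probes were called, 235 higher and 187 lower in FBS. Of the 2513 probes, 85.8% were also called in the same direction when the arrays with 10% FBS were compared with 50% confluence, 0.1% FBS, DMEM and RPMI-1640.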

We recorded a total of 422 differentially expressed genes in a comparison between MDA-MB-231 cancer cells grown in MEM containing 10% FBS and those grown in MEM containing 10% HS. A total of 235 and 187 genes were significantly upregulated and down-regulated, respectively, in cancer cells in the 10% FBS cell group (Fig. 3A). 

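Many genes of the amino acid response and of protein folding in the endoplasmic reticulum were higher in HS, and many of the cell cycle, cytokines and YAP/TAZ and TGF-β targets higher in FBS. With an estimated correlation none of these lists keeps its call. DDIT3, a transcription factor of the stress response, was at 11.48 ± 0.30 (SD, n = 2 arrays) in HS, a log2 fold change of -4.27 for FBS (standard error 0.19, adjusted p = 1.98e-10 from limma). HERPUD1 was at 13.33 ± 0.06 against 9.20 ± 0.11 (SD, n = 2 arrays each), a log2 fold change of -4.13 (standard error 0.21, adjusted p = 1.21e-09). CBS, which makes cystathionine from homocysteine, fell by 3.65 in FBS, NUPR1 by 3.64 and TRIB3 by 3.61. Of 30 ATF4 targets of the amino acid response, 21 were lower in FBS and 0 higher (22 and 0 adjusted over the list alone), with a median log2 fold change of -1.20 (camera, adjusted p = 1.75e-12, and adjusted p = 0.269 with an estimated correlation). Endoplasmic reticulum chaperones were lower in 15 of 19 cases and higher in 0 (15 and 1 adjusted over the list alone; camera, adjusted p = 1.00e-08, and adjusted p = 0.269 with an estimated correlation), and the co-chaperones DNAJB9 and SDF2L1 each fell by 2.40.
Cell cycle genes were higher in FBS in 18 of 30 cases and lower in 4 (23 and 4 adjusted over the list alone; camera, adjusted p = 9.42e-07, and adjusted p = 0.323 with an estimated correlation), with CCNE2 up by 2.93 and MCM5 by 1.88. The YAP/TAZ list had 12 genes higher and 3 lower in FBS (14 and 4 adjusted over the list alone; camera, adjusted p = 8.71e-06, and adjusted p = 0.124 with an estimated correlation), led by CTGF, up by 3.21. Inflammatory genes were higher in 14 and lower in 4 of 30 cases (16 and 4 adjusted over the list alone; camera, adjusted p = 2.70e-05, and adjusted p = 0.0831 with an estimated correlation). Against 10% FBS at 50% confluence, 3 of them were higher and 2 lower in HS (camera, adjusted p = 0.879), where density differs as well. TGF-β targets were higher in 11 and lower in 4 of 20 cases (11 and 5 adjusted over the list alone; camera, adjusted p = 2.53e-04, and adjusted p = 0.106 with an estimated correlation), with TGFBI up by 3.96. Hypoxia response genes were higher in 10 and lower in 4 of 21 cases, also over the list alone (camera, adjusted p = 0.0110, and adjusted p = 0.124 with an estimated correlation), with the peptide hormone ADM up by 2.40 and the mitophagy receptor BNIP3 by 1.60. Metallothioneins were lower in FBS in 5 of 11 cases and higher in 1, also over the list alone (camera, adjusted p = 0.0434, and adjusted p = 0.485 with an estimated correlation), with MT1F at -2.92. CSPG4, a proteoglycan of glial and melanocyte precursors that was chosen after its values were seen, was at 9.76 in HS, 9.00 to 9.88 in the 4 remaining conditions and 7.24 in MEM with 10% FBS at 90% confluence.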

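IL8 was higher in FBS and S100A4 higher in HS. IL8 was at 7.90 ± 0.34 (SD, n = 2 arrays) in HS, the highest of the 5 conditions other than MEM with 10% FBS at 90% confluence, and the log2 fold change for FBS was 3.78 (standard error 0.18, adjusted p = 4.45e-10 from limma), rank 26 among the increases. Its second probe rose by 3.18 (adjusted p = 4.51e-12). S100A4 was at 12.21 ± 0.09 (SD, n = 2 arrays) in HS, and it fell by 4.21 on the log2 scale in FBS (standard error 0.13, adjusted p = 3.54e-12), rank 2 among the decreases. The second S100A4 probe fell by 4.33 (adjusted p = 6.26e-09).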

*IL-8* and *S100A4* were among the differently modulated genes and expression levels were confirmed using RT-PCR (Fig. 3B) and western blot analysis (Fig. 3C). IL-8 protein expression in MDA-MB-231 cancer cells grown in media supplemented with 10% FBS was ~3-fold higher than of cells maintained in 10% HS. In contrast, S100A4 protein expression was negligible in MEM containing FBS, but was markedly upregulated in media containing HS.

### Cell culture media formulations exert the most profound effect on cancer cell gene expression

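For the media, 2 arrays each of cells in MEM, DMEM and RPMI-1640, all with 10% FBS at 90% confluence, were compared. The arrays in MEM are those of the earlier comparisons, so that all 5 comparisons of the study share these 2 arrays. The deposited intensities, quantile-normalized by the authors, were tested on the log2 scale in the same limma fit, with an F test over the 3 media and a comparison for each pair. The number of probes above background was 18766 and 16685 in DMEM, 20065 and 17565 in RPMI-1640 and 19319 and 18895 in MEM. A probe was counted as higher in 1 medium when it was called higher than in both others.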

To determine how different media formulations affect cancer cell gene expression, we cultured MDA-MB-231 breast cancer cells in MEM, DMEM, or RPMI-1640 media, all containing 10% FBS, and when the cultures reached 90% confluence, we extracted total RNA from the cells and applied it to beadchip microarrays for analysis. 

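Most of the difference among the 3 media lay between MEM and the other 2, and DMEM and RPMI-1640 differed in genes of cholesterol synthesis among others. The call for that list is lost, at adjusted p = 0.118 with an estimated correlation. The F test from limma called 11210 probes, 23.7% of those measured. DMEM differed from MEM in 9892 probes, 4747 higher and 5145 lower in DMEM, of which 2408 were at least 2-fold different (1225 and 1183). RPMI-1640 differed from MEM in 9090 probes, 4451 higher and 4639 lower, of which 2094 were at least 2-fold different (1078 and 1016). Between DMEM and RPMI-1640, 2517 probes were called, 1109 higher and 1408 lower in DMEM, and 219 of these were at least 2-fold different (64 and 155), with 1083 to 3073 called when 1 array was left out. HMGCS1, an early enzyme of cholesterol synthesis, was among the genes higher in DMEM than in RPMI-1640, and EIF3CL, a translation factor gene with near-identical copies, among those lower. Of the 2-fold calls against MEM, 87.0% for DMEM and 91.0% for RPMI-1640 were also called in the same direction when the arrays in MEM were compared with the 4 other conditions. RPMI-1640 at 90% confluence and MEM at 50% confluence differed in 104 probes, 5 of them at least 2-fold, and leaving out 1 array at a time gave 2 to 245 probes, 2 to 17 of them at least 2-fold.

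**Figure D3:**
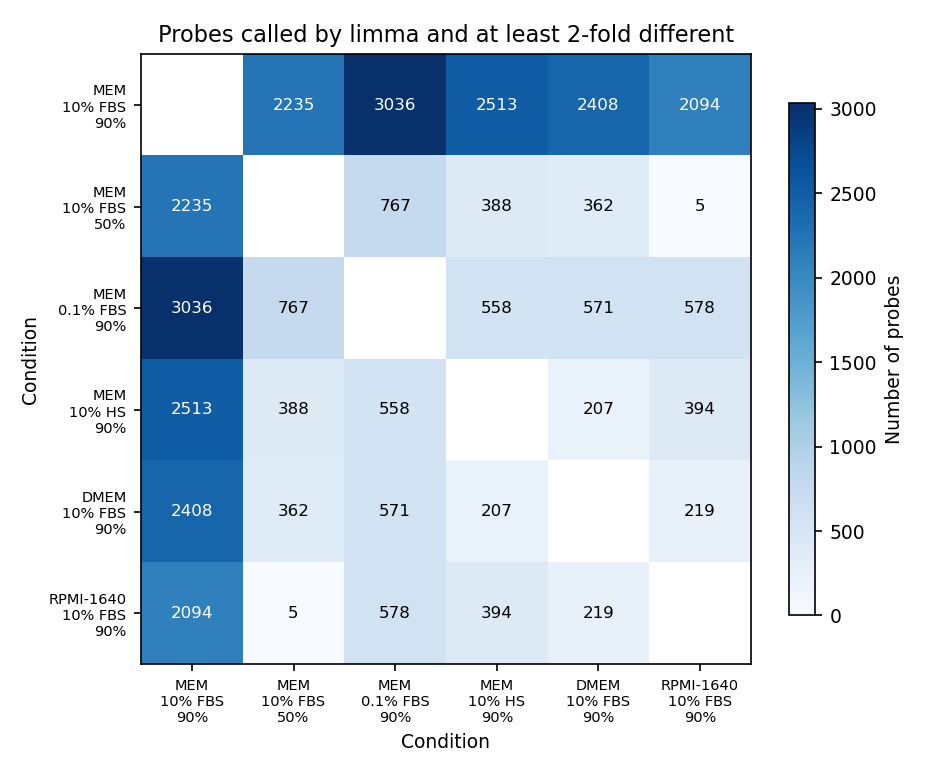
Number of probes called by limma and at least 2-fold different between each pair of the 6 conditions, by medium, serum and confluence. Pairs with MEM with 10% FBS at 90% confluence have 2094 to 3036 such probes, and the other pairs 5 to 767.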

A total of 8,925 genes were differentially expressed when we compared microarray results from MDA-MB-231 cancer cells grown in MEM with those cells grown in DMEM or RPMI-1640 (Fig. 4A). Specifically, 1,409 genes were highly expressed in MEM as compared to DMEM and RPMI-1640; 840 genes were highly expressed in DMEM as compared to MEM and RPMI-1640; and 1,662 genes were highly expressed in RPMI-1640 as compared to MEM and DMEM. 

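Cells in MEM with 10% FBS at 90% confluence had higher cytokine genes and YAP/TAZ targets than cells in both other media. Cells in DMEM had higher genes of cholesterol synthesis. With an estimated correlation, the calls for cytokines and, in DMEM, for YAP/TAZ targets remain. Against MEM at 50% confluence, 0 of 30 inflammatory genes were higher and 2 lower in DMEM (camera, adjusted p = 0.665). In RPMI-1640, 0 were higher and 1 lower (camera, adjusted p = 0.0256, a call lost with an estimated correlation). YAP/TAZ targets were lower than at 50% confluence too, 9 in DMEM and 3 in RPMI-1640, with 0 higher, but density differs there as well. For cytokines and YAP/TAZ targets, the comparison of MEM with the other media therefore cannot tell an effect of the medium from another trait of the 2 MEM arrays. The carboxypeptidase gene CPA4 was highest of the 3 media in RPMI-1640. Limma called 3744 probes higher in MEM than in both other media, 696 higher in DMEM and 679 higher in RPMI-1640. At the 2-fold limit these were 833, 45 and 41 probes. Without that limit, leaving out 1 array at a time gave 2764 to 3939 for MEM, 292 to 873 for DMEM and 384 to 793 for RPMI-1640, and 1 probe per symbol gave 413 for RPMI-1640. Lower than in both other media were 3196 probes in MEM, 630 in DMEM and 299 in RPMI-1640.
In DMEM, cholesterol synthesis and uptake was higher than in MEM in 15 of 25 genes and lower in 1, also over the list alone (camera, adjusted p = 1.46e-08, and adjusted p = 0.209 with an estimated correlation). It was higher than in RPMI-1640 in 16 genes and lower in 0 (19 and 1 adjusted over the list alone; median 0.79; camera, adjusted p = 6.02e-24, and adjusted p = 0.118 with an estimated correlation). HMGCS1 was at 11.02 ± 0.09 (SD, n = 2 arrays) in DMEM, 8.45 ± 0.09 (SD, n = 2 arrays) in RPMI-1640 and 8.36 ± 0.02 (SD, n = 2 arrays) in MEM, with log2 fold changes of 2.58 over RPMI-1640 (standard error 0.19, adjusted p = 2.91e-06) and 2.66 over MEM (standard error 0.19, adjusted p = 5.01e-08). The lanosterol synthase LSS was higher in DMEM by 1.68 over RPMI-1640 and by 2.35 over MEM. Fatty acid synthesis was higher in DMEM than in RPMI-1640 in 8 of 17 genes and lower in 0 (10 and 0 adjusted over the list alone; camera, adjusted p = 5.31e-08, and adjusted p = 0.134 with an estimated correlation), with the fatty acid synthase FASN up by 1.32 and the desaturase SCD by 0.86.
YAP/TAZ targets were lower in DMEM than in MEM in 16 of 22 cases and higher in 1 (18 and 2 adjusted over the list alone; camera, adjusted p = 4.05e-11, and adjusted p = 0.0463 with an estimated correlation). CTGF was at 7.37 ± 0.30 (SD, n = 2 arrays) in DMEM, a log2 fold change of -3.60 (standard error 0.14, adjusted p = 5.90e-11), and CYR61, a related matrix protein, fell by 2.81. In RPMI-1640, 11 of these targets were lower than in MEM and 2 higher (13 and 4 adjusted over the list alone; camera, adjusted p = 1.28e-05, and adjusted p = 0.122 with an estimated correlation). Inflammatory genes were lower than in MEM in 13 of 30 cases in DMEM and higher in 2, also over the list alone (camera, adjusted p = 2.62e-05, and adjusted p = 0.0463 with an estimated correlation). In RPMI-1640 they were lower in 16 and higher in 1 (16 and 3 adjusted over the list alone; camera, adjusted p = 2.31e-08, and adjusted p = 0.0182 with an estimated correlation). XAGE1A was at least 70.7-fold lower in DMEM and at least 72.2-fold lower in RPMI-1640 than in MEM. HLA-DRB4, an MHC class II gene, was higher in both, by 3.09 and 2.86, and CPA4 was higher by 3.16 in RPMI-1640 than in MEM, with a log2 fold change of -1.36 for DMEM against RPMI-1640 (adjusted p = 9.77e-05). ERBB3, a receptor of the EGF receptor family, was at 9.39 in DMEM, 9.11 in RPMI-1640, 7.43 in MEM with 10% FBS at 90% confluence and 8.32 to 9.10 in the 3 remaining conditions.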

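IL8 was higher in MEM than in both other media. The log2 signal was 7.52 ± 0.08 (SD, n = 2 arrays) in DMEM, a log2 fold change of -4.16 against MEM (standard error 0.18, adjusted p = 1.48e-10 from limma), rank 17 among the decreases. It was 7.07 ± 0.21 (SD, n = 2 arrays) in RPMI-1640, a log2 fold change of -4.62 (standard error 0.18, adjusted p = 4.74e-11), rank 12 among the decreases. A second IL8 probe fell by 3.10 in DMEM and by 3.17 in RPMI-1640. Between DMEM and RPMI-1640 the log2 difference was 0.45 and did not pass the test (adjusted p = 0.199).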

The microarray analysis predicted IL-8 expression levels would be greatest in MDA-MB-231 cells that were grown in MEM and least in cells that were maintained in DMEM and RPMI-1640 and this finding was confirmed by RT-PCR (Fig. 4B). 

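S100A4 was higher in DMEM and in RPMI-1640 than in MEM, and higher in DMEM than in RPMI-1640. In DMEM the log2 signal was 12.27 ± 0.05 (SD, n = 2 arrays), a log2 fold change of 4.27 against MEM (standard error 0.13, adjusted p = 3.22e-12 from limma), rank 1 among the increases. In RPMI-1640 it was 11.02 ± 0.10 (SD, n = 2 arrays), a log2 fold change of 3.03 (standard error 0.13, adjusted p = 1.70e-10), rank 7. The second S100A4 probe rose by 4.54 in DMEM and by 1.50 in RPMI-1640 (adjusted p = 3.63e-09 and 4.33e-04). DMEM exceeded RPMI-1640 by 1.25 on the log2 scale (adjusted p = 4.32e-05).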

*S100A4* gene expression was significantly greater in MDA-MB-231 cells grown in DMEM and RPMI-1640 in comparison to cells grown in MEM and this was also validated by RT-PCR (Fig. 4B). Indeed, *S100A4* gene expression levels were 15- and 5-fold greater in cells grown in DMEM and RPMI-1640, respectively, as compared to cells grown in MEM. Western blot analysis of IL-8 and S100A4 paralleled the gene expression results (Fig. 4C).

### Cell culture media formulations modulate expression of genes associated with EMT

Data mining on the expression array sets suggested that genes frequently associated with epithelial-mesenchymal transition (EMT) were differentially modulated by the various media formulations. 

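Epithelial markers as a group were lower in DMEM and in RPMI-1640 than in MEM, calls that are lost with an estimated correlation, and mesenchymal markers went both ways. Of 27 epithelial markers, 8 were lower and 1 higher in DMEM than in MEM, also over the list alone (camera, adjusted p = 0.00312, and adjusted p = 0.168 with an estimated correlation). The same counts, 8 lower and 1 higher, were found for RPMI-1640, also over the list alone (camera, adjusted p = 0.00189, and adjusted p = 0.122 with an estimated correlation). The same MEM arrays also had 8 of these markers higher and 1 lower than MEM at 50% confluence. Against MEM at 50% confluence, 0 of the 27 markers differed in DMEM or in RPMI-1640. KRT8, an intermediate filament protein of simple epithelia, was at 10.04 ± 0.35 (SD, n = 2 arrays) in MEM and not above background in DMEM or RPMI-1640, at least 8.46-fold and 8.64-fold lower. SPINT2, an inhibitor of membrane proteases, was at least 19.5-fold lower in DMEM and at least 20.0-fold lower in RPMI-1640. Mesenchymal markers were higher in 6 and lower in 8 of 27 cases in DMEM (9 and 9 adjusted over the list alone), with a median of -0.03, a mean of 0.02 and camera pointing down (adjusted p = 0.787). In RPMI-1640, 7 were higher and 8 lower (9 and 8 adjusted over the list alone), with a median of -0.01, a mean of 0.05 and camera pointing down (adjusted p = 0.903). CDH2, N-cadherin, was higher than in MEM by 2.73 in DMEM and by 3.24 in RPMI-1640, while TGFBI, a matrix protein that TGF-β induces, fell by 4.24 in DMEM. DMEM and RPMI-1640 differed in 0 of 27 epithelial markers, also over the list alone (camera, adjusted p = 0.705), and in 5 mesenchymal markers, 1 higher and 4 lower in DMEM (3 and 4 adjusted over the list alone; camera, adjusted p = 0.608). E-cadherin (CDH1) and vimentin (VIM), members of these lists, have other values in the deposited log2 table. The paper gives glucose as 1000 mg/l in MEM, 4500 mg/l in DMEM and 2000 mg/l in RPMI-1640, and it proposes, as a speculation, that the higher glucose of DMEM and RPMI-1640 induced the EMT program.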

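In the linear table, CDH1 and CD24 were higher in MEM and VIM was higher in DMEM, while the probes of CD44 differed in direction. In the deposited log2 table, CDH1 was below background in both media, 1 of 2 VIM probes was not called between them, and the brighter CD44 probe of the linear table ran the other way. CDH1, the gene of the epithelial adhesion molecule E-cadherin, was at 10.13 ± 0.15 (SD, n = 2 arrays) in MEM and 7.49 ± 0.13 (SD, n = 2 arrays) in DMEM in the linear table, a log2 fold change of -2.64 (standard error 0.13, adjusted p = 8.81e-10 from limma). In the log2 table the same probe was at 6.48 and 6.51, below background on all 12 arrays, so that no change can be read from it there. CD24, a surface glycoprotein, has the same values in both tables. It was at 8.20 ± 0.10 (SD, n = 2 arrays) in MEM and not above background in DMEM, at least 2.36-fold lower (adjusted p = 5.27e-09), and its other probe, near background in MEM and not above it in DMEM, was not called (adjusted p = 0.241).
VIM, the intermediate filament protein of mesenchymal cells, was at 10.27 ± 0.01 (SD, n = 2 arrays) in MEM and 13.01 ± 0.07 (SD, n = 2 arrays) in DMEM in the linear table, a log2 fold change of 2.74 (standard error 0.10, adjusted p = 2.51e-11). The values of the CDH1 probe are exchanged with those of a CD82 probe, and those of this VIM probe with those of an HLA-DRA probe. A second VIM probe gave 3.18 in the linear table (standard error 0.11, adjusted p = 8.84e-12). In the log2 table these VIM probes had log2 fold changes of 0.07 (standard error 0.12, adjusted p = 0.791) and 0.31 (standard error 0.10, adjusted p = 0.0433). CD44, a hyaluronan receptor, was at 13.71 ± 0.11 (SD, n = 2 arrays) in MEM and 14.27 ± 0.13 (SD, n = 2 arrays) in DMEM on the probe whose values are exchanged, a log2 fold change of 0.57 (standard error 0.13, adjusted p = 0.00542), against -0.67 (standard error 0.14, adjusted p = 0.00176) in the log2 table. A CD44 probe with the same values in both tables gave -0.32 (standard error 0.11, adjusted p = 0.0477), and another one, near background, gave -0.04 (adjusted p = 0.864). For RPMI-1640 against MEM, CDH1 had a log2 fold change of -2.70 in the linear table, and the VIM probes had 2.67 and 1.73 there against 0.56 and 0.61 in the log2 table.

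**Figure D4:**
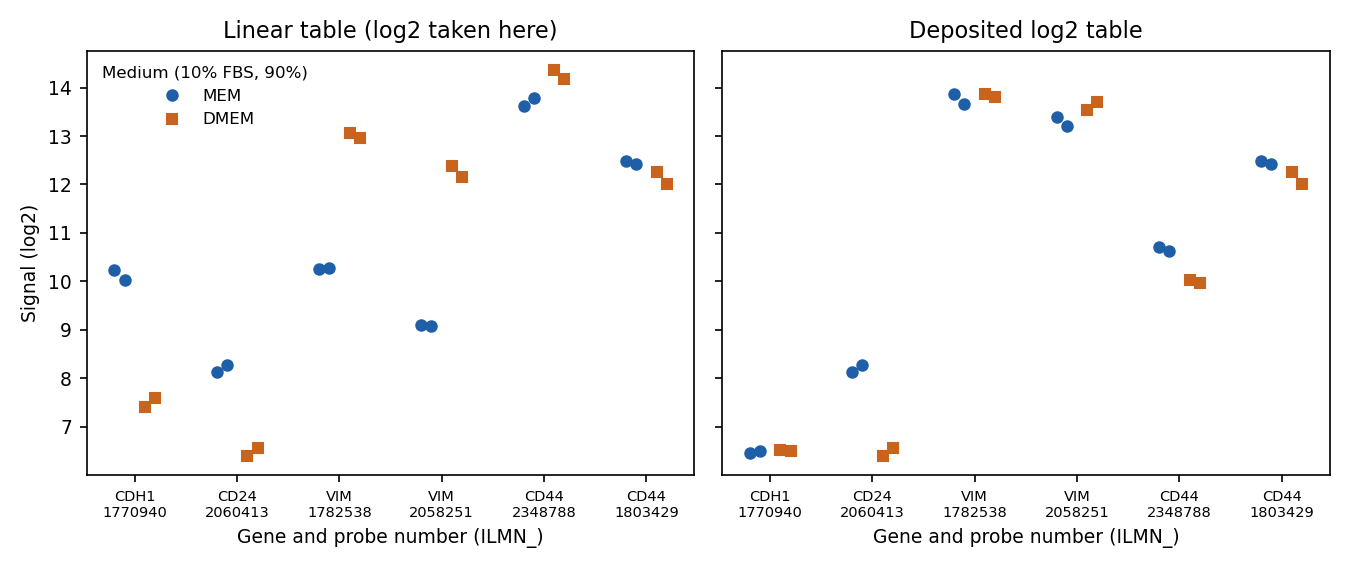
Log2 signal of 6 probes of CDH1, CD24, VIM and CD44 on the 2 arrays each of MEM and DMEM with 10% FBS at 90% confluence, from the linear table (left) and the deposited log2 table (right), 1 point per array. CDH1 is at 10.13 in MEM on the left and at 6.48, below background, on the right.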

MDA-MB-231 cancer cells that were grown in MEM had a tendency to express significantly higher expression levels of epithelial cell markers E-cadherin (*CDH1*) and *CD24*, whereas the same cells grown in DMEM expressed higher levels of mesenchymal markers *VIM* and *CD44*. We confirmed the gene expression array using RT-PCR analysis. Gene expression levels of *VIM* and *CD44* in MDA-MB-231 cancer cells were dramatically suppressed when the cells were grown in MEM in comparison to cells grown in DMEM (Fig. 5A, upper panel). *VIM* and *CD44* expression levels were at least 8-fold higher in cells that were maintained in DMEM. However, expression levels of these two genes could be easily modulated by simply switching the cells to a different media formulation for a period of 48 h. When DMEM was replaced by MEM, expression levels of *CD44* and *VIM* dropped dramatically; when MEM was replaced by DMEM expression, levels of *CD44* and *VIM* increased.

The gene expression patterns of *CDH1* and *CD24* were diametrically opposed to that of *CD44* and *VIM*. That is, *CDH1* and *CD24* gene expression were elevated in MDA-MB-231 cancer cells when they were grown in MEM and both were suppressed when cells were maintained in DMEM (Fig. 5A, lower panel). Similar to our analysis of *CD44* and *VIM*, gene expression of *CDH1* and *CD24* was plastic and influenced by the *in vitro* microenvironment. When the MDA-MB-231 cancer cell media was changed from MEM to DMEM for 48 h, expression levels of *CDH1* and *CD24* were significantly reduced. All of the gene expression results were validated at the protein level by western blot analysis (Fig. 5B).

## Discussion

Cancer cell lines play an invaluable role in the drug discovery process (16) and in identifying molecular mechanisms of therapeutic resistance (7). Because tumor cell lines consist of pure populations of cancer cells, they are frequently more advantageous for study as compared to tumor tissue (8). For example, cancer cell lines provide a source of high quality DNA, RNA, and proteins that may facilitate testing and data interpretation (8). However, the misidentification of cell lines and their cross-contamination have led to a number of misleading and erroneous publications in the scientific literature (17,18). Recently, several granting agencies and scientific journals have sought to handle this problem by requiring investigators to provide cell line authentication for human cancer cells using short tandem repeat profiling (18). In the present report, we provide convincing evidence that the replication of results on cultured cancer cells also requires rigid adherence to the cell culture formulation used to maintain cells and reporting of the cell density reached at the time of analysis.

One of the more striking observations of our study was that in our whole-genome microarray analysis of MDA-MB-231 breast cancer cells, approximately one-quarter (25.6%) of all genes were differentially expressed when we examined cells that were grown in different media formulations. While we had predicted that several genes would be differentially modulated by the various media preparations, we did not anticipate the extent of differential gene expression observed in our study. Genes associated with the EMT program were upregulated or downregulated simply by switching the cells to a different media formulation (different concentration of glucose) for a period of 48 h. EMT plays a critical role during development and is also observed in the process of tissue repair (19). Invading and metastasizing carcinoma cells revive the EMT program by upregulating mesenchymal proteins and by suppressing expression of epithelial proteins (20). EMT has been the focus of much recent investigation because cancer cells undergoing EMT have been shown to obtain stem cell-like properties and become resistant to anticancer agents (21). Our results demonstrate that EMT gene and protein expression is remarkably plastic in cultured cancer cells and that EMT is highly influenced by the tissue culture microenvironment. It is tempting to speculate that the elevated glucose concentration present in DMEM and RPMI-1640 relative to that found in MEM was responsible for the induction of the EMT program in MDA-MB-231 breast cancer cells. Evidence to support this contention comes from studies of renal tubular cells (22) and peritoneal mesothelial cells (23), which activate the EMT program in response to stimulation with high concentrations of glucose. Moreover, a recent study demonstrated that the small fraction of cancer cells with stem-like properties that exists in a tumor could be dramatically increased in the cell culture environment by culturing the cells in high concentrations of glucose (24). These investigations lend credibility to the experimental approach used in our study and suggest that additional study in this area is warranted.

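Across the whole set, IL8 set MEM with 10% FBS at 90% confluence apart from every other condition, and S100A4 also varied among the other conditions. In the 10 pairs of conditions that leave out MEM with 10% FBS at 90% confluence, IL8, a chemokine gene, was called in 1 on its brighter probe and in 0 on its second. On the brighter probe its log2 differences were 0.059 to 0.834 in size, and the called one was RPMI-1640 against HS, at -0.83 (adjusted p = 0.00774 from limma). S100A4, a calcium-binding protein gene, was called in 6 of these 10 pairs on either probe, with log2 differences of 0.065 to 1.25 in size on the brighter and of up to 3.04 on the second (DMEM against RPMI-1640, adjusted p = 9.06e-06).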

Two genes that have been linked to breast cancer progression, *IL-8* and *S100A4*, were differentially modulated by every cell culture modification that we examined. S100A4 is a small calcium-binding protein that has been shown to promote migration, invasion, and anchorage-independent growth of breast cancer cells (25). In the present report, *S100A4* was upregulated in MDA-MB-231 cancer cells under conditions of low cell density, minimal FBS supplementation, HS, and when cells are grown in a DMEM formulation. Alternatively, *S100A4* expression was negligible when cells were maintained in media supplemented with 10% FBS and when cells achieved a confluent state. IL-8 is a human chemokine that is produced by a variety of different cell types. In healthy tissues, IL-8 is minimally expressed, but can be rapidly induced 100-fold in response to pro-inflammatory cytokines, such as tumor necrosis factor, IL-1, bacterial or viral products, and cellular stress (26). IL-8 contributes to the progression of several types of tumors by mediating cancer cell migration and stimulating tumor neovascularization (27). More recent studies have shown that IL-8 signaling may function as a key factor in the regulation of breast cancer stem cell activity (28). In our study, IL-8 expression was enriched in confluent MDA-MB-231 breast cancer cells that were maintained in MEM containing 10% FBS.

Collectively, our results show that the gene expression patterns of cancer cells can vary significantly according to the conditions under which they are cultured. While the introduction of measures that ensure the identification of cancer cell lines used in research investigations will undoubtedly improve the reproducibility of translational oncology research, accurate documentation of cell culture conditions is essential for replicating results from *in vitro* studies of cancer cells.

## Figures and Tables

**Figure 1:**
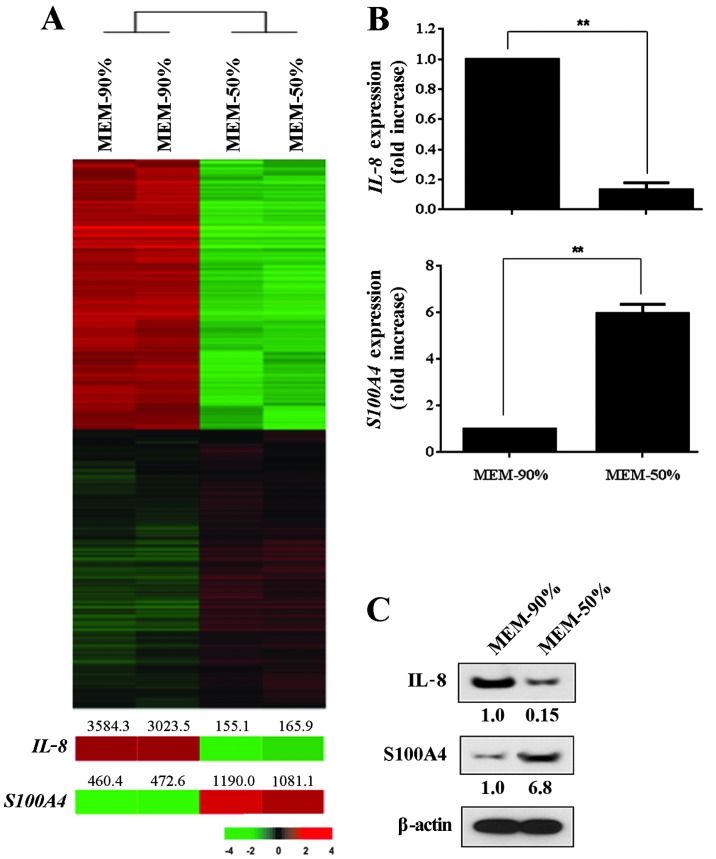
Differential gene expression in confluent (90%) and subconfluent (50%) MDA-MB-231 breast cancer cells. (A) Hierarchical clustering analysis of confluent and subconfluent MDA-MB-231 breast cancer cells. Genes with an expression level exceeding a 2-fold difference relative to the median value were selected for hierarchical clustering analysis (n=2,234 genes). The data are presented in matrix format in which rows represent individual genes and columns represent each culture condition. Each cell in the matrix represents the expression level of a gene feature in an individual culture. The color red or green in cells reflects relative high or low expression levels, respectively, as indicated in the scale bar (log2-transformed scale). (B) Real-time reverse transcription polymerase chain reaction (RT-PCR) validation of interleukin-8 (*IL-8*) and *S100A4* expression using RT-PCR and (C) confirmation of IL-8 and S100A4 protein with western blot analysis. Values shown are means ± standard deviation (SD) from three independent experiments. ^**^P<0.01.

**Figure 2:**
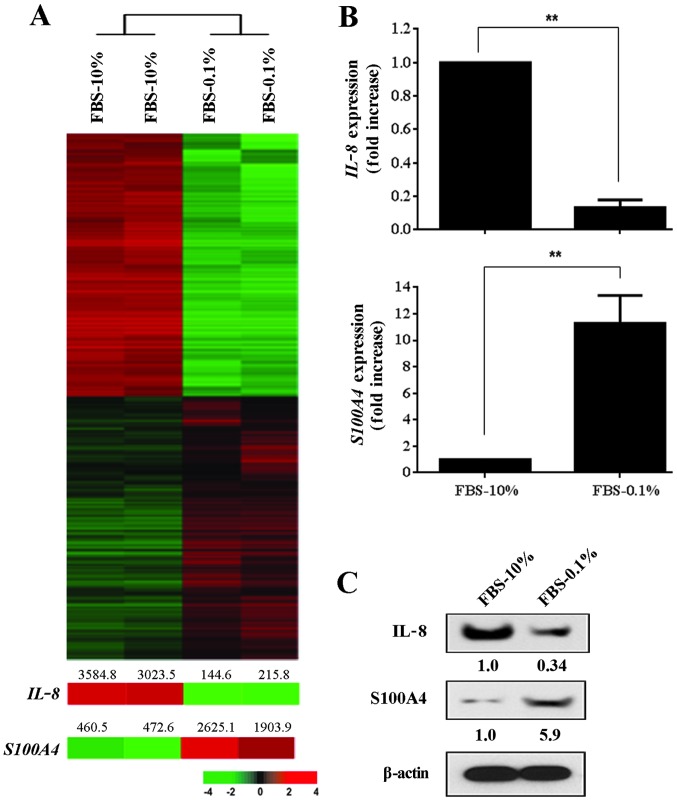
Differential gene expression between MDA-MB-231 breast cancer cells cultured in minimum essential medium (MEM) supplemented with 10 and 0.1% fetal bovine serum (FBS). (A) Hierarchical clustering analysis of cells maintained in MEM containing 10% FBS and MEM containing 0.1% FBS. Genes with an expression level exceeding a 2-fold difference relative to the median value were selected for hierarchical clustering analysis (n=2,981 genes). The data are presented in matrix format as described in Fig. 1. (B) Real-time reverse transcription polymerase chain reaction (RT-PCR) analysis of interleukin-8 (*IL-8*) and *S100A4* expression. (C) Western blot analysis of IL-8 and S100A4. Values shown are means ± standard deviation (SD) from three independent experiments. ^**^P<0.01.

**Figure 3:**
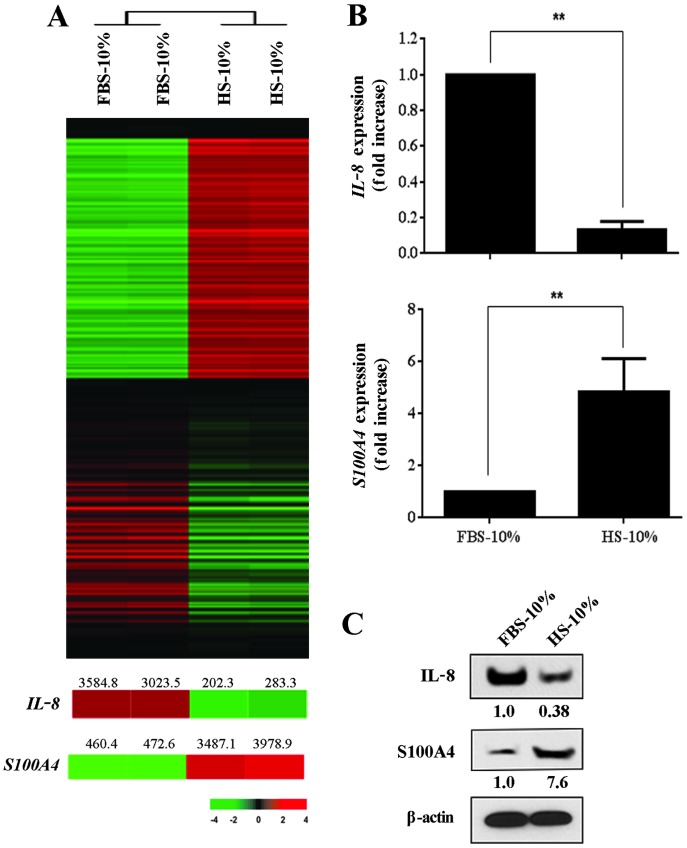
Differential gene expression between MDA-MB-231 breast cancer cells cultured in minimum essential medium (MEM) supplemented with 10% fetal bovine serum (FBS) and cells cultured in MEM containing 10% horse serum (HS). (A) Hierarchical clustering analysis of cells maintained in 10% FBS and 10% HS. Genes with an expression level exceeding a 2-fold difference relative to the median value were selected for hierarchical clustering analysis (n=2,981 genes). (B) Real-time reverse transcription polymerase chain reaction (RT-PCR) analysis of interleukin-8 (*IL-8*) and *S100A4*. (C) Western blot analysis of IL-8 and S100A4. Values shown are means ± standard deviation (SD) from three independent experiments. ^**^P<0.01.

**Figure 4:**
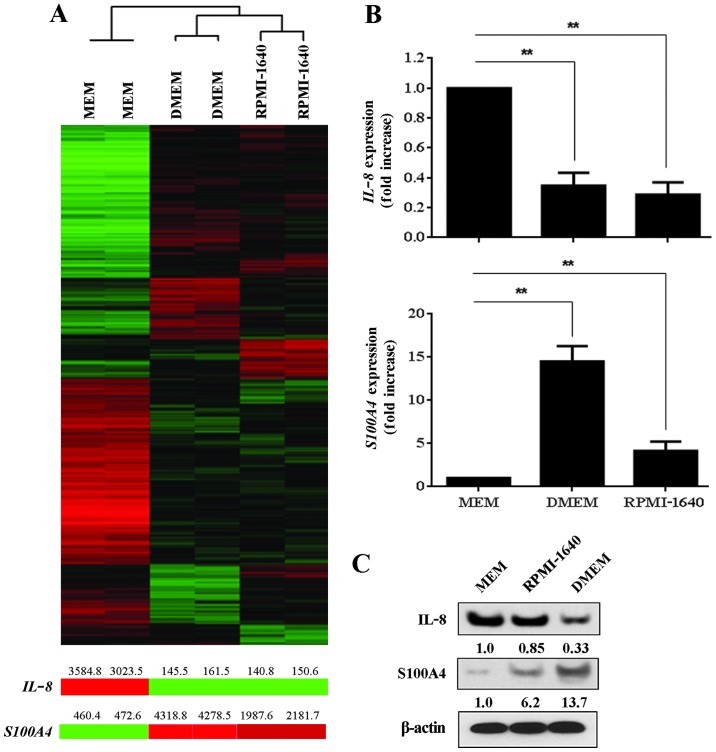
Differential gene expression between MDA-MB-231 breast cancer cells maintained in different media formulations. (A) Hierarchical clustering analysis of MDA-MB-231 breast cancer cells cultured in minimum essential medium (MEM), Dulbecco’s modified Eagle’s medium (DMEM), and Roswell Park Memorial Institute (RPMI)-1640 medium that were all supplemented with 10% fetal bovine serum (FBS). (B) Real-time reverse transcription polymerase chain reaction (RT-PCR) analysis of interleukin-8 (*IL-8*) and *S100A4*. (C) Protein levels of IL-8 and S100A4 were measured by western blot analysis. Values shown are means ± standard deviation (SD) from three independent experiments. ^**^P<0.01.

**Figure 5:**
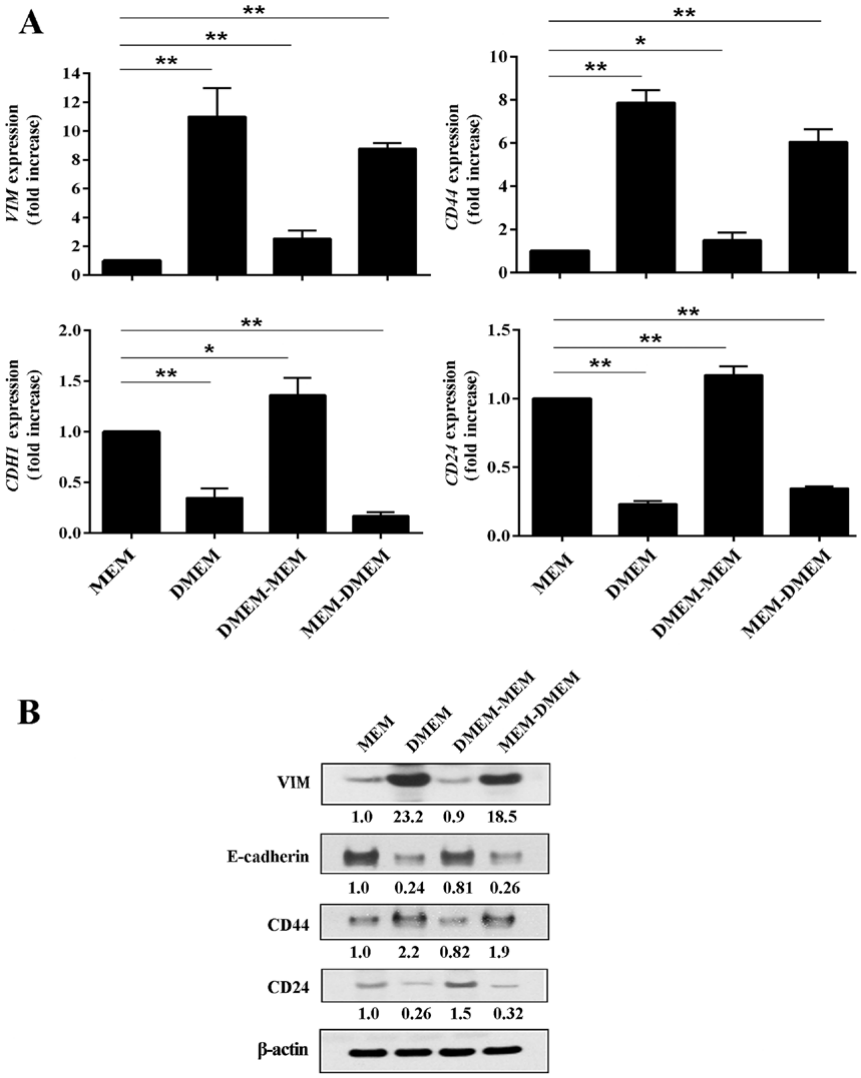
Expression of epithelial-mesenchymal transition (EMT) markers in MDA-MB-231 breast cancer cells cultured in minimum essential medium (MEM) and Dulbecco’s modified Eagle’s medium (DMEM) formulations. (A) MDA-MB-231 breast cancer cells were cultured in MEM or DMEM containing 10% fetal bovine serum (FBS) for 48 h. Real-time reverse transcription polymerase chain reaction (RT-PCR) analysis of vimentin (*VIM)*, *CDH1*, *CD44*, and *CD24* gene expression. To determine if changes in gene expression were reversible, the culture media was changed from MEM to DMEM (or from DMEM to MEM) and the cells were analyzed 48 h later. Fold-increase refers to the ratio of mRNA levels relative to that of cells cultured in MEM. (B) Western blot analysis comparing protein expression of VIM, E-cadherin, CD44, and CD24. ^*^P<0.05, ^**^P<0.01.

How the deposited data were processed for this re-analysis (not part of the article)

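The authors deposited signal intensities from 12 Illumina HumanHT-12 v4 arrays that had been quantile-normalized between the arrays before the deposit, as the table shows by holding nearly the same sorted values on every array, which a second round of normalization moved by at most 0.025 on the log2 scale. The authors also deposited log2 values, which are the binary logarithm of these normalized signals, and the series table repeats them. The plan had assumed raw BeadStudio signals with detection p-values, while the table read here holds quantile-normalized signals and no detection p-values. The methods name BRB-ArrayTools, in versions 4.0 and 4.3.2, and quantile normalization in limma for the steps before the deposit. Sample labels gave medium, serum, confluence and replicate number, with 2 arrays for each of 6 conditions, and do not say whether the 2 arrays come from separate cultures.

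The linear table was normalized by quantiles again and log2-transformed. All probes were kept, including 3270 without a gene name, and 54 names that a spreadsheet had turned into dates were left as they stand. Limma was fitted to all 12 arrays with a mean per condition and its empirical Bayes variance, at 6 residual and 8.96 prior degrees of freedom. The p-values are limma's moderated t and F tests, adjusted by Benjamini-Hochberg over all probes within a comparison and called at an adjusted p under 0.05. Counts with a further limit of 2-fold are given beside them. For the media, an F test over MEM, DMEM and RPMI-1640 was added, and a probe counted for a medium when it was called higher than in both others. Background was the 95th percentile of 463 olfactory receptor probes on each array.

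Genes are named by a rule fixed before the data were examined. It takes the 6 genes of the paper and ACTB, the 8 called genes with the largest increase and the 8 with the largest decrease that have a gene symbol and are above background on every array of the brighter condition, and up to 4 called members of each list. Genes named outside this rule are marked where they appear. The 26 lists, written from general knowledge before the data were examined, are inflammatory chemokines, cytokines and NF-κB targets, mesenchymal markers, epithelial markers, cell cycle and DNA replication, cholesterol synthesis and uptake, fatty acid synthesis, the amino acid response, endoplasmic reticulum chaperones, glycolysis, hypoxia response, YAP/TAZ targets, immediate early genes, interferon-stimulated genes, FOXO targets, lysosome and autophagy, metallothioneins, NRF2 targets, p53 targets, TGF-β targets, metastasis genes of MDA-MB-231 sublines, oxidative phosphorylation, ribosome biogenesis, housekeeping genes, and markers of luminal breast epithelium, fibroblasts and blood cells. A melanocyte-lineage list was added after the data had been seen. Each list was tested over 31334 gene symbols, the brightest probe for each, with camera at its preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists within a comparison. Members were also counted with p-values adjusted over the list alone.

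Overlaps between comparisons that share the 2 arrays of MEM with 10% FBS at 90% confluence were set beside 20 simulations of unchanged groups and beside the number for independent lists. Neighboring genes were ordered by the human reference genome GRCh38.p14.

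In a self-test, arrays were simulated from the measured mean and spread of each probe, and known changes were added to 200 probes above background in each of 3 draws for the density comparison. Of the changes of 1.5-fold 38.8% were found (78 of 201), of those of 2-fold 84.1% (169 of 201) and of those of 4-fold 99.0% (196 of 198), with 14 false calls. Of 20 lists shifted by 0.5 on the log2 scale 20 were found, and 4 of 471 unshifted lists were called.

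Alternatives planned beforehand were scaling by the median or the 75th percentile, the deposited log2 table and series values, 1 probe per symbol, the compared groups alone, limma with trend and robust variance, replicate number as block, leaving out each array, the methods' t-test at P under 0.001 or adjusted, a 2-fold limit alone, a 2-fold limit from the median, and camera with estimated correlation or fry. Normalization with neqc and a stricter detection filter were planned and could not be run, since both need values that the tables do not hold. A filter on background, a fit without the MEM arrays at 90% confluence and the methods' t-test for the media counts were chosen after seeing the data. RT-PCR and western blots of the paper were left out, having no deposited values in the tables. Software was R 4.3.3 with limma 3.58.1, and Python 3.11.15 with matplotlib 3.10.9 for the figures.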

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

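The tests on runs of neighboring genes, a single design factor, the melanocyte lineage, pigment genes and exchanged values were chosen only after the results had been seen.

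The 2 arrays of MEM with 10% FBS at 90% confluence stand apart from the other 10, with 1156 probes, IL8 and S100A4 among them, called at least 2-fold in the same direction in all 5 comparisons against them and 61 probes above background there alone by at least 4-fold. RNA of another cell line or subline is a candidate explanation. Of 465 runs of 25 neighboring genes, 40 had a median log2 fold change of at least 0.4 either way. At most 3 did in any pair of the other 5 conditions, which have fewer 2-fold calls, and at most 6 in 1000 shuffled gene orders. The test on copy numbers, fixed beforehand, gave a correlation of 0.10123 between genes 5 places apart. This lay below the highest of these pairs, 0.10259, and so met the bound set beforehand against other copy numbers. The margin was less than its standard error of 0.0231, so the test cannot tell. For cells of the melanocyte lineage, 20 list members other than those singled out first were higher in the other 10 arrays (camera, p = 1.82e-05, and p = 0.00689 with an estimated correlation), as such cells would show. The result of the whole list, which holds these members, had been seen before, and CSPG4 among them was chosen after its values were seen. That test is therefore no independent support. Pigmented melanocyte-lineage cells stay open, with 3 of 8 pigment genes (TYR, DCT and GPR143) above background in at least 1 of the other conditions and also in MEM with 10% FBS at 90% confluence. The correlation of 0.72843 between the log2 differences of 2 probes of 1 gene over 3606 genes goes against a batch acting on single probes. Of 2-fold density calls, 88.501% were called in the same direction in the 4 other comparisons. This passed the bound set, after the result was seen, against a single factor of the design. The share restates the overlap to be explained, from the same 2 arrays, so that test cannot decide. The combination of MEM, 10% FBS and 90% confluence occurs in these 2 arrays only and was not tested apart. Part of the excess may come from the shared controls (mean covariance of the log2 fold changes 0.184, against 0.00758 in simulation). The paper states that the line was tested by STR profiling. It also reports RT-PCR and western blots of IL-8 and S100A4 for each comparison, from independent experiments. By its RT-PCR, VIM, CD44, CDH1 and CD24 changed after a switch of medium.

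The linear and the log2 table differ in 8 probes, whose values are exchanged in 4 pairs. Of the exchanged probes whose gene has another probe above background, 4 of 4 were closer to that probe in the log2 table, in line with an exchange of values in the linear table, and 0 were closer in the linear table, which an exchange in the log2 table would call for. The distances between the probes were 0.439 in the linear and 0.250 in the log2 table for CD44, 0.695 and 0.223 for CD82, and 0.720 and 0.110 for HLA-DRA. The CDH1 probe is exchanged with that of CD82 and 1 VIM probe with that of HLA-DRA, so for 3 of 4 pairs, these included, the values lie with the log2 table. The pair of the other VIM probe and TNFRSF14 was not tested, since the first VIM probe is itself exchanged. In the log2 table the VIM probes were at 13.76 and 13.31 in MEM, 13.83 and 13.62 in DMEM, 14.32 and 13.92 in RPMI-1640, and 13.93 and 13.40 in 0.1% FBS. In the linear table they were at 10.27 and 9.09, 13.01 and 12.27, 12.94 and 10.82, and 13.13 and 12.78. The paper's RT-PCR for CDH1 and VIM runs in the direction of the linear table. For CD44 it runs in the direction of the exchanged CD44 probe there, and not of the CD44 probes with the same values in both tables. The paper reports western blots for these genes as well.

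RPMI-1640 at 90% confluence and MEM at 50% confluence differed in 104 probes, with 2 to 245 when 1 array was left out. Of 30 genes of cell cycle and DNA replication, 26 were lower in 0.1% FBS than at 50% confluence. Of 30 genes of the amino acid response, 25 were higher in HS than at 50% confluence.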

How the results depend on the processing

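All settings and lists were fixed before the data were examined, apart from 3 settings and the melanocyte list. With 2 arrays per condition the spread is shared over all conditions, and when an array is left out, the lone array of its condition is assumed to vary like the other conditions. The arrays stand for the cultures sampled, and nothing here tells culture from array. Neqc and a stricter detection filter could not be run. Where a value moved, the cause was not tested, except that reversals follow from the exchanged values.

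No count moved by more than 1.5 times with scaling by the median or the 75th percentile, the deposited log2 table or series values, trend and robust variance, the replicate number as block, or the filter on background, which was chosen after seeing the data. Replicate numbers do not pair the arrays. Over the 15 pairs of conditions the correlation of replicate differences was -0.108 to 0.219, and blocking gave 9417 calls for density and 10611 for FBS concentration.

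With 1 probe per symbol, 413 were higher in RPMI-1640 than in both other media. In fits of the compared groups alone, 67 probes were called between RPMI-1640 and 50% confluence and 2946 between HS and 0.1% FBS. Without the MEM arrays at 90% confluence, a setting chosen after seeing the data, 51 were called between RPMI-1640 and 50% confluence. With a 2-fold limit alone, 2977 probes differed among the media, with 833 higher in MEM, 46 in DMEM and 41 in RPMI-1640.

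By the methods' t-test at P under 0.001, the calls were 723 for density (398 at least 2-fold), 728 (409) for FBS concentration, 713 (422) for serum kind, 803 (470) for DMEM against MEM, 604 (322) for RPMI-1640 against MEM and 117 (14) for DMEM against RPMI-1640. Among the other pairs they were 125 (20) for DMEM and HS, 159 (19) for DMEM and 0.1% FBS, 167 (38) for DMEM and 50% confluence, 132 (20) for RPMI-1640 and HS, 103 (12) for RPMI-1640 and 0.1% FBS, and 60 (0) for RPMI-1640 and 50% confluence. For HS they were 125 (15) against 0.1% FBS and 173 (26) against 50% confluence, and for 0.1% FBS against 50% confluence 132 (37). Among the 3 media 1508 probes differed, and in the media counts by the methods' t-test, chosen after seeing the data, 120 were higher in MEM, 10 in DMEM and 5 in RPMI-1640 than in both others.

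With this t-test adjusted, the calls were 25 (11) for density, 86 (50) for FBS concentration, 59 (37) for serum kind, 330 (200) for DMEM and 79 (50) for RPMI-1640 against MEM, and 3348 among the media. In all pairs without MEM at 90% confluence they were 0 (0), save for 2 (0) between 0.1% FBS and 50% confluence.

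The limit of 2-fold from the median counts a probe when any array of the compared conditions lies more than 2-fold from their median. It is not the same as a 2-fold difference between means. With 2-fold from the median, the counts were 491 for density, 1092 for FBS concentration, 665 for serum kind, 552 for DMEM and 541 for RPMI-1640 against MEM, 40 for DMEM against RPMI-1640 and 1904 among the media. DMEM had 33 against HS, 225 against 0.1% FBS and 44 against 50% confluence. RPMI-1640 had 92, 279 and 3 against the same conditions. HS had 199 against 0.1% FBS and 65 against 50% confluence, and 0.1% FBS had 311 against 50% confluence.

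Leaving out 1 array at a time gave 6859 to 9833 calls for density (2234 to 2290 at least 2-fold), 8175 to 10782 (2960 to 3286) for FBS concentration, 7574 to 10820 (2513 to 2652) for serum kind, 7240 to 10397 (2402 to 2506) for DMEM and 6616 to 9572 (2086 to 2193) for RPMI-1640 against MEM. DMEM had 1083 to 3073 (219 to 281) against RPMI-1640, 964 to 3029 (175 to 232) against HS, 3426 to 5957 (555 to 812) against 0.1% FBS and 2156 to 4505 (361 to 388) against 50% confluence. RPMI-1640 had 2322 to 4611 (368 to 479), 2470 to 4323 (503 to 793) and 2 to 245 (2 to 17) against the same 3. HS had 3603 to 5466 (533 to 764) against 0.1% FBS and 2633 to 5117 (360 to 459) against 50% confluence, and 0.1% FBS had 3148 to 5385 (685 to 1003) against 50% confluence. Among the media 8350 to 11836 probes differed, 2764 to 3939 were higher in MEM, 292 to 873 in DMEM and 384 to 793 in RPMI-1640, and 3693 to 5012 were called alike in all 5 comparisons that share the MEM arrays.

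Each of the 12 arrays moved at least 1 count by more than 1.5 times, 37 of 420 in all. DMEM replicate 2 moved 7, replicate 1 of DMEM and of RPMI-1640 each 6, and replicate 1 and 2 of 50% confluence 5 and 4. Replicate 2 of MEM and of RPMI-1640 each moved 2, and MEM replicate 1 and each array of HS and 0.1% FBS moved 1.

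Among the 734 results of named genes, 9 log2 fold changes had the other sign in the deposited log2 table and the series values alike. Changes of sign in pairs of conditions outside these results were not counted. CD44 was at 0.29 instead of -0.42 for density, 0.90 instead of -0.56 for serum kind, -0.67 instead of 0.57 for DMEM against MEM, and -0.70 instead of 0.12 for DMEM against RPMI-1640. CDH1 was at -0.0356 instead of 2.94 for density, -0.10 instead of 2.44 for serum kind and 0.0247 instead of -2.64 for DMEM against MEM. These CDH1 values come from a probe below background on all 12 arrays of that table, so the change is lost there and the sign carries no meaning. The VIM probes were at -0.49 instead of 0.07 and -0.30 instead of 1.45 for DMEM against RPMI-1640. Among lists, the epithelial markers lost their call for serum kind in that table (adjusted p = 0.0780). With an estimated correlation, 147 of 390 list results weakened, and with fry 24 weakened and 71 became stronger. With the adjusted t-test, 622 of 734 results of named genes weakened.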

Differences from the paper's values

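The paper's numbers for serum kind are 422 genes, 235 higher and 187 lower in FBS, against 2513, 1272 and 1241 probes here. The methods' t-test at P under 0.001 with the 2-fold limit gives 422, 235 and 187. With 2-fold from the median, a limit on single arrays and not on means, the higher ones come within 1.5 times of the paper's, at 334. The total of 665 and the lower ones, at 331, do not. No other planned setting reaches them, with totals of 2037 to 2652 and of 37 for the adjusted t-test. The paper's legend of Fig. 3 gives 2981 genes for this comparison.

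For the media the paper's number of genes higher in MEM is 1409, against 3744 here, and of those higher in RPMI-1640 1662, against 679 here. No planned setting comes within 1.5 times of either, with 833 to 4196 for MEM and 41 to 925 for RPMI-1640. The paper's text on the media names no threshold for these counts, and its methods give P under 0.001 in a t-test for 3 groups of samples. That test, called against both other media, gives 120 for MEM, 10 for DMEM and 5 for RPMI-1640, a setting chosen after seeing the data.

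The paper ranks serum kind below density and FBS concentration. At 1 rule for all 3, the 2-fold limit puts it between them, with 2235 for density, 2513 for serum kind and 3036 for FBS concentration. The t-test at P under 0.001 with that limit puts it first, with 398, 422 and 409. Among the media the paper has RPMI-1640 first, then MEM and DMEM (840 in the paper, 696 here), and here MEM comes first, with DMEM and RPMI-1640 close together. Their order turns with trend and robust variance, to 536 for DMEM and 580 for RPMI-1640, and when either array of DMEM, of RPMI-1640 or of 50% confluence is left out.

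In the linear table CDH1 and VIM differ between MEM and DMEM in the direction of the paper's RT-PCR. In the deposited log2 table CDH1 is below background on all 12 arrays and shows no direction, and CD44 has -0.67, where the paper has CD44 higher in DMEM. A CD44 probe with the same values in both tables has -0.32.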

Other observations

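Among the 5 conditions other than MEM with 10% FBS at 90% confluence, genes of stress, sterol synthesis and proliferation differed between cells in HS or 0.1% FBS and cells at 50% confluence. Against 50% confluence, cells in HS had 25 of 30 genes of the amino acid response higher and 0 lower (26 and 0 adjusted over the list alone), with a median log2 fold change of 1.43 (camera, adjusted p = 1.81e-29, and adjusted p = 0.133 with an estimated correlation). GDF15, a cytokine of cell stress, was higher by 3.78, DDIT3 by 4.11 and CTH, which makes cysteine, at least 6.18-fold. Endoplasmic reticulum chaperones were higher in 13 of 19 cases and lower in 0 (15 and 0 over the list alone; camera, adjusted p = 7.85e-13, and adjusted p = 0.167 with an estimated correlation). Cell cycle genes were lower in 17 of 30 cases and higher in 0 (23 and 1 over the list alone; camera, adjusted p = 5.21e-16, and adjusted p = 0.1495 with an estimated correlation). These comparisons differ in density as well as in serum.

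In 0.1% FBS, cell cycle genes were lower than at 50% confluence in 26 of 30 cases and higher in 0 (28 and 0 over the list alone), with a median of -1.07 (camera, adjusted p = 2.71e-28, and adjusted p = 0.0546 with an estimated correlation). RRM2, which supplies nucleotides for DNA synthesis, fell by 2.71 and CDC20, an activator of anaphase, by 1.94. Cholesterol synthesis was higher in 17 of 25 cases and lower in 0 (18 and 1 over the list alone; camera, adjusted p = 9.24e-22, and adjusted p = 0.0546 with an estimated correlation), with HMGCS1 up by 2.92. The amino acid response was higher in 20 of 30 cases and lower in 1 (26 and 1 over the list alone; camera, adjusted p = 8.48e-19, and adjusted p = 0.101 with an estimated correlation). Interferon-stimulated genes were higher in 10 of 25 cases and lower in 0 (14 and 0 over the list alone; camera, adjusted p = 1.73e-10, and adjusted p = 0.0708 with an estimated correlation), with the antiviral GTPase MX1 up by 1.75. FOXO targets of serum deprivation were higher in 7 of 18 cases and lower in 1 (9 and 1 over the list alone; camera, adjusted p = 2.62e-04, and adjusted p = 0.0905 with an estimated correlation). TGF-β targets were lower in 8 of 20 cases and higher in 0, also over the list alone (camera, adjusted p = 1.71e-05, and adjusted p = 0.0508 with an estimated correlation), with ID3 at least 6.89-fold lower and THBS1 down by 3.12.

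None of the remaining lists passed camera for density, and several had many members called in both directions. Immediate early and ERK targets had 12 of 25 genes higher and 8 lower (camera, adjusted p = 0.110), with the ERK inhibitor SPRY4 up by 2.20 and the phosphatase DUSP4 down by 1.73. Of 18 FOXO targets 7 rose and 3 fell (camera, adjusted p = 0.192), and of 19 p53 targets 4 rose and 1 fell (camera, adjusted p = 0.382), with BAX, which promotes apoptosis, up by 3.03. Metastasis genes of MDA-MB-231 sublines had 4 of 16 higher and 3 lower (4 and 4 over the list alone; camera, adjusted p = 0.212), with the growth factor HBEGF up by 2.76. Housekeeping genes had 4 of 17 higher and 1 lower (4 and 2 over the list alone; camera, adjusted p = 0.501), and mesenchymal markers 8 of 27 higher and 6 lower (camera, adjusted p = 0.382). The counts over the list alone were the same for the other lists of this paragraph. Markers of luminal epithelium were higher in 2 and lower in 1 of 15 cases (camera, adjusted p = 0.566), with a median of -0.00461 and a mean of 0.0646. Fibroblast markers were higher in 3 and lower in 1 of 14 cases (camera, adjusted p = 0.225) and blood cell markers higher in 3 and lower in 0 of 15 cases (camera, adjusted p = 0.145), with LAPTM5, a lysosomal protein of blood cells, at least 5.50-fold higher.

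The melanocyte-lineage list, written after the data had been seen, was higher in the 10 other arrays than in MEM with 10% FBS at 90% confluence in 16 of 30 genes and lower in 0 (17 and 1 over the list alone; camera, p = 8.87e-08, and p = 0.0128 with an estimated correlation). SOX10 and CSPG4 were lower in MEM with 10% FBS at 90% confluence than in the other 10 arrays by 2.35 and 2.23 on the log2 scale. CDKN2A, a cell cycle inhibitor, and MTAP, its neighbor on the chromosome, both chosen after their values were seen, were at 6.65 and 7.38 there, and at 7.77 to 8.69 and 8.98 to 9.29 in the other 5 conditions.

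In all 5 comparisons that share the MEM arrays at 90% confluence, 5003 probes were called in the same direction, 2859 higher and 2144 lower in MEM. Independent lists of these sizes would share 0.689 and 0.476 probes, and 20 simulations of unchanged groups shared 0. The simulations held no true difference, so they set no scale for the overlap of real differences with shared arrays. At the 2-fold limit 1156 of 4442 probes called in any of the 5 ran the same way in all, 630 higher and 526 lower, and 7 ran in opposite directions in 2 of them. Part of the excess may come from the shared controls, whose 2 arrays cannot be split. The mean covariance of the log2 fold changes was 0.184, against 0.00758 in simulation. Their mean correlation was 0.858, against 0.4995 in simulation, where it follows from the shared group whatever the size of the spread.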
